A study of Mus musculus with 3 samples. Its data were reported in "MicroRNA-Offset RNA Alters Gene Expression and Cell Proliferation" (2016).

How the data were processed

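Small RNA was sequenced in 3 libraries of primary mouse aortic smooth muscle cells (AoSMC). The authors built the libraries with a small RNA kit and read them as single reads of 75 bases. Bowtie, in a version not given in the sources used here, was their aligner and mm10 their genome build. A read had to match the genome without a mismatch at no more than 5 places, and after removal of the adaptor its length had to exceed 13 bases. Reads near more than 1 precursor were split evenly between the loci. A read was counted for a miR when it lay within the miRBase coordinates widened by 3 bp, and for a moR when it lay between 3 bp inward and 35 bp outward of the outer end of the miR.

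The authors deposited raw reads per window, which are expected counts because split reads need not be whole. Of all raw values 96.1% were whole, and of moR values 99.7% were whole, within 1e-9. The authors also deposited RPMR, an RPM value with the reads in all miR and moR windows of the library as its denominator. RPMR recomputed from the deposited counts of moRs differed from the deposited values by at most 5.7e-14. Library totals were taken from the deposited notes. The tables listed 1295 pairs of a miR and a moR with reads, at 808 hairpins. The moR window of 55 of these pairs was not in the deposited table of moR locations and was rebuilt from the miR position. The name gave no arm for 111 pairs, whose arm was taken from the position of the window. Windows are given 1-based in mm10, with the deposited starts read as BED starts. So read, and with the miR position in the identifiers taken as 1-based, the 572 deposited moR windows that extend to higher coordinates reached 35 bases outward and the 668 that extend to lower coordinates reached 34, so a printed start may be 1 base too high. Hairpins and surrounding genes are from GENCODE M21 of the same build. A hairpin was placed at an exon when an exon of any annotated transcript of the gene overlapped it, and in an intron otherwise. All 1295 pairs were matched to an annotated microRNA gene.

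The 3 libraries form 1 group, numbered by the replicate number in their titles. Columns named by sample number were matched to the replicate of the same number. The tests of the main comparisons and the members of the lists were chosen before the data were examined. The added alternatives and the tests of the closing section, other than that of the miR levels in replicate 1, were chosen after results were seen. Paired kinds of RNA were tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test on counts rounded to whole numbers, with the window total as library size, no further scaling, and the library as block. The pairing comes from the design, since both values are from the same library. Pairs with a sum of at least 10 reads were tested, for moR against miR only with at least 1 moR read, and Benjamini-Hochberg adjusted p under 0.05 was called. Where an arm had more than 1 annotated miR, the outermost moR was used for the comparison of arms. DESeq2 1.42.0 was an alternative. Other statistics were computed with Python 3.11.15, SciPy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9. Correlations used a pseudocount of 0.1 RPMR and 100000 permutations. Intervals are 95% exact Clopper-Pearson intervals, and folds against 0 reads use a floor of 3 reads over the 3 libraries. The floor of 3 reads equals 0.22, 0.239 and 0.198 RPMR in replicates 1, 2 and 3.

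The tests were tested on simulated data with real library sizes, with fewer changed items than usual because few hairpins could be tested. Both members of a pair started from the mean of their real reads, and changed items were set apart by 4-fold or 16-fold. A moR with few reads beside an abundant miR was thus not simulated at its real level. The calls therefore do not measure power or error at such counts. For 5p against 3p moRs, over 81 hairpins, 92.9% of those changed 4-fold and 92.3% of those changed 16-fold were called, and 1 of 54 unchanged ones. For moR against miR, over 243 arms, 100% of those changed 4-fold or 16-fold were called, and 1 of 162 unchanged ones. For copies, over 14 pairs, 2 of 2 pairs were called at 4-fold and 2 of 2 at 16-fold, and 0 of 10 unchanged ones.

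The named items follow a rule set before the data were examined. It takes the mir-21 hairpin, moRs above 1 mean RPMR up to the 20 highest, the 10 highest miRs, the 5 largest differences per direction between arms among called hairpins with one direction in every library, up to 10 arms with more moR than miR and the 5 lowest ratios, up to 6 pairs of copies, and list members above 1 RPMR. Other items named, such as Mir143, Mir16-1 and the markers of other cell types, were chosen after their values were seen. Members of lists were matched by the mature name in the tables. This replaced a match by gene symbol after results were seen, because that match had left out mir-146a. Alternatives were another threshold, another normalization, the filter on reads, the pseudocount, leaving out shared windows, no library block, and leaving out each library. A window counted as shared when at least 14 bp overlapped another annotated window on either strand. Reads outside the windows were not used in any comparison.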

Results

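Small RNA sequencing was performed in primary mouse aortic smooth muscle cells (AoSMC), the contractile cells of the vessel wall, from C57BL/6 mice. The series held 1 group of 3 replicate libraries. The measured molecules were microRNAs (miRs), the short RNAs cut from a hairpin precursor by Drosha and Dicer, and microRNA-offset RNAs (moRs), which lie next to the miR on the outer side of each hairpin arm. The labels call the libraries biological replicates and do not say whether they came from separate cultures. The p-values of edgeR, DESeq2 and the sign-flip test below therefore measure only the spread between these samples, which may be technical. The other tests take hairpins, arms, pairs of copies or windows as units, and their p-values do not measure the spread between libraries. Every comparison set 2 kinds of RNA from the same libraries against each other.

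The libraries held 18636286, 15123616 and 18520989 mapped reads, with a mean of 17426964 ± 1995590 (SD, n = 3). Of these, 79.3% ± 5.39 (SD, n = 3) fell in the windows of miRs and moRs. The share was 73.1% in replicate 1, 83.0% in replicate 2 and 81.9% in replicate 3. Levels are given in RPMR, the unit the authors deposited, which scales each library to the same total of reads in these windows. At this depth 1 read equalled 0.0734, 0.0797 and 0.0659 RPMR in replicates 1, 2 and 3. Reads were not marked with molecular identifiers, so intervals and floors cover counting error only.

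Nearly all window reads came from miRs. The 5p miRs took 84.3% ± 0.404 (SD, n = 3) of window reads and the 3p miRs took 15.7% ± 0.412 (SD, n = 3). The moRs took 0.0407% ± 0.00884 (SD, n = 3), which were 4163, 5803.5 and 6891 reads. Summed over hairpins, the 5p moRs were at 350.2 ± 86.8 RPMR and the 3p moRs at 57.2 ± 3.85 RPMR (SD, n = 3). Replicate 1 had 250.0 RPMR of 5p moRs, against 401.0 in replicate 2 and 399.6 in replicate 3. The 5p arms gave 85.5% ± 3.23 (SD, n = 3) of moR reads. The 95% exact Clopper-Pearson interval of this share was 80.7% to 83.0% in replicate 1, 85.8% to 87.5% in replicate 2 and 87.2% to 88.8% in replicate 3. The share was 76.9% ± 3.75 (SD, n = 3) when the mir-21a hairpin was left out. Without moR windows shared with another annotated RNA, a setting chosen after seeing the data, the 3p moRs were at 20.2 ± 1.55 RPMR, the 5p moRs at 327.5 ± 82.4 RPMR and the 5p share at 93.9% ± 1.98 (SD, n = 3).

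Replicates resembled each other closely across miRs and moRs together, and less closely across moRs alone. Across miR and moR windows, which are not independent replicates, Pearson's r between libraries lay between 0.996 and 0.998 and Spearman's rho between 0.980 and 0.984. For moRs alone, r lay between 0.961 and 0.983 and rho between 0.819 and 0.893, over 69 to 75 moRs with at least 10 reads in the 2 libraries. No pair of libraries agreed within sampling noise when all windows were compared. For moRs alone, the chi-square statistic divided by its degrees of freedom was 1.07 between replicates 2 and 3, 2.97 between replicates 1 and 2 and 3.63 between replicates 1 and 3. Replicates 2 and 3 were kept as separate samples because their miR reads differed, with a ratio of 38.3 over miRs and moRs together.

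To learn which moRs these cells produce, moRs above 1 mean RPMR were counted. There were 34 such moRs from 32 hairpins, 29 of them 5p and 5 of them 3p. Both moRs passed in 2 hairpins. At least 1 read was found for 288 moRs, and 127 of these had reads in every library. The 10 most abundant moRs held 77.3% of all moR reads. The 34 moRs included 3 whose window was shared with another annotated RNA, and without shared windows 31 remained. The number moved by over 1.5 times with the threshold, to 58 above 0.5 RPMR and 21 above 2 RPMR.

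The most abundant moR was moR-21a-5p, from the precursor of miR-21, a microRNA with a known role in smooth muscle proliferation. It stood at 175 ± 48.4 RPMR (SD, n = 3), from 1625, 2508 and 3125 reads. The Mir21a hairpin lies on the minus strand of chromosome 11 from 86584067 to 86584158 (mm10) and overlaps an exon of the protein-coding gene Vmp1 on the same strand. The moR-21a-5p window ran from 86584139 to 86584176, and its part inside the annotated hairpin reads TGTACCACCTTGTCGGATAG. The starts of all windows were read as BED starts, and if they are 1-based this window and the others begin 1 base lower. moR-21a-5p ranked 1 in each of the 3 libraries and was 6.96 ± 0.481 times as abundant (SD, n = 3) as the next moR of the same library. The next moR was moR-24-1-5p with the equally counted moR-3074-1-3p in replicate 1, moR-125a-5p in replicate 2 and moR-296-5p in replicate 3. An exact two-sided sign-flip permutation test over the 3 libraries gave p = 0.25, the smallest p that 3 libraries allow. moR-21a-5p alone made up 42.5% ± 3.21 of moR reads (SD, n = 3). The moR of the other arm, moR-21a-3p, stood at 5.66 ± 0.513 RPMR (SD, n = 3).

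**Figure D1:**
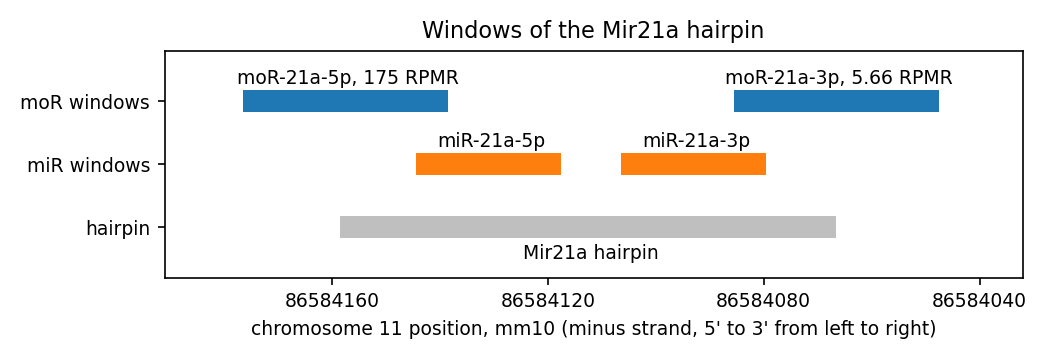
Map of the Mir21a hairpin on chromosome 11 (mm10 position in bases on the horizontal axis, minus strand), with the miR windows in orange and the moR windows in blue. The moR-21a-5p window, at a mean of 175 RPMR, extends beyond the hairpin on the 5p side and overlaps the edge of the miR-21a-5p window.

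After moR-21a-5p came moR-125a-5p at 25.0 ± 7.40 RPMR and moR-296-5p at 22.7 ± 8.21 RPMR (SD, n = 3). The moR-125a-5p window lay on chromosome 17 from 17830783 to 17830820, at a hairpin that overlaps an exon of Spaca6. The moR-296-5p window lay on chromosome 2 from 174267111 to 174267148, at a hairpin that overlaps no other annotated gene. moR-24-1-5p and moR-3074-1-3p followed at 21.8 ± 4.55 RPMR each (SD, n = 3). Their hairpins lie on opposite strands of the same stretch of chromosome 13 and their counts were equal in every library, so the reads cannot be assigned to one of them. moR-125b-5p of Mir125b-2 was at 14.8 ± 4.06 RPMR and moR-3102-3p.2-3p at 14.5 ± 2.06 RPMR (SD, n = 3). The window of moR-3102-3p.2-3p also contains the annotated miR-3102-3p. Then came moR-328-5p at 9.36 ± 2.53 RPMR, moR-21a-3p, and moR-125b-5p of Mir125b-1 at 4.15 ± 1.08 RPMR (SD, n = 3). The let-7 family, which restrains proliferation in many cell types, gave moR-let-7f-5p of Mirlet7f-2 at 4.05 ± 1.42 RPMR, moR-let-7b-5p at 3.95 ± 1.33 RPMR and moR-let-7a-5p of Mirlet7a-2 at 3.85 ± 0.313 RPMR (SD, n = 3). The last 7 of the 20 highest were moR-503-5p, moR-30c-5p of Mir30c-1, moR-324-5p, moR-let-7a-5p of Mirlet7a-1, moR-421-5p, moR-33-5p and moR-15b-5p, with means between 3.43 and 2.11 RPMR.

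**Figure D2:**
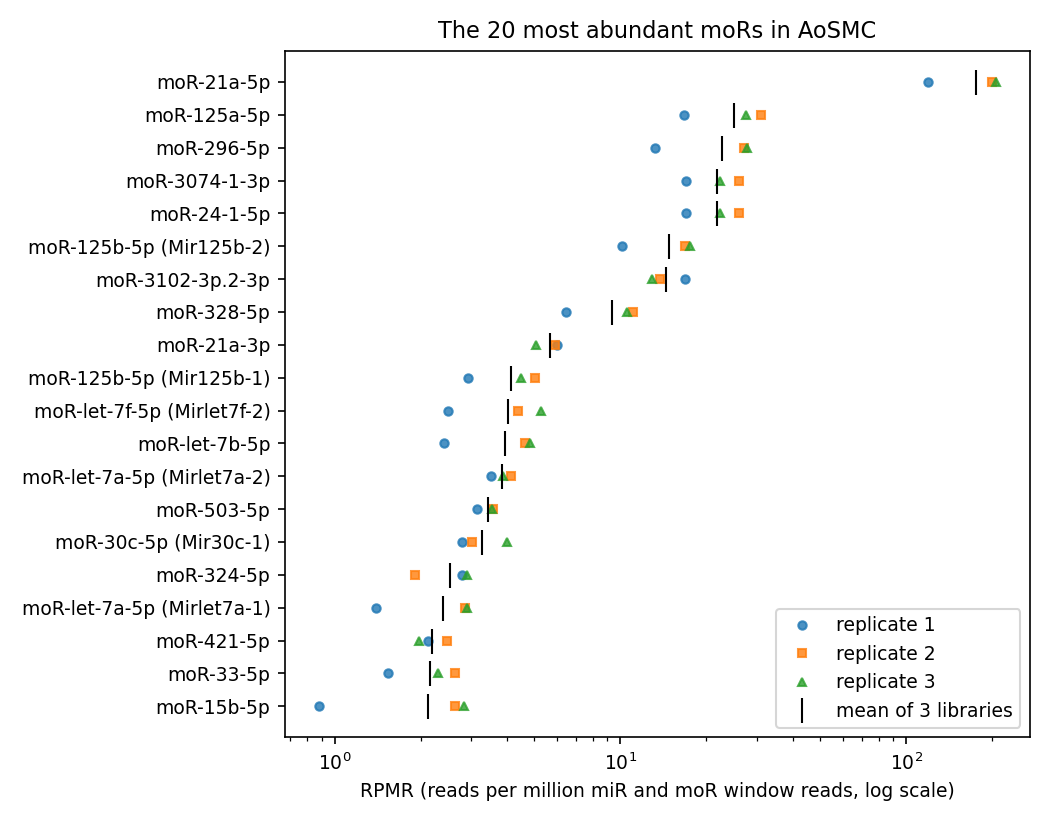
RPMR (log scale, horizontal axis) of the 20 most abundant moRs, with 1 symbol for each of the 3 libraries and a bar for their mean. The 3 values of moR-21a-5p, from 119 to 206 RPMR, lie above those of every other moR, and moR-24-1-5p and moR-3074-1-3p have equal values.

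Among the miRs, miR-21a-5p was at 517698 ± 25158 RPMR (SD, n = 3), which was 51.8% ± 2.52 of window reads. This was 10.2 times the mean of the next miR, miR-143-3p, which is abundant in smooth muscle, at 50855 ± 4963 RPMR (SD, n = 3). let-7i-5p followed at 47907 ± 7320 RPMR, miR-99a-5p at 31289 ± 205 RPMR and miR-146b-5p at 30748 ± 5445 RPMR (SD, n = 3). Both loci of miR-26a-5p, miR-22-3p, miR-100-5p and the Mirlet7f-2 locus of let-7f-5p completed the 10 highest, which held 74.5% of window reads. Reads of mature sequences with several loci were split evenly by the authors, so the values per locus of miR-26a-5p and let-7f-5p are not measured separately.

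The study compared the amounts of miR-21 and moR-21 across cell types by qRT-PCR normalized to U6. Ratios of sequencing reads are another measure and cannot be set directly against those values. Within the libraries there were 3117 ± 862 reads of miR-21a-5p for each read of moR-21a-5p (SD, n = 3). The ratio was 4109 in replicate 1 (95% exact interval from the counts 3914 to 4317), 2695 in replicate 2 (2592 to 2804) and 2547 in replicate 3 (2459 to 2639). On the 3p arm the reads of miR-21a-3p for each read of moR-21a-3p were 12.2 in replicate 1, 15.9 in replicate 2 and 19.7 in replicate 3.

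To see which arm gives the moR, the 5p and 3p moRs of each hairpin were compared. In most hairpins the 5p moR was higher. Of 81 hairpins with enough reads, 66 had more 5p moR and 9 had more 3p moR by edgeR's quasi-likelihood test with the library as block and Benjamini-Hochberg adjustment. An exact two-sided binomial test of these directions gave p = 7.7e-12. For Mir21a, 7258 reads of the 5p moR stood against 233 of the 3p moR, a log2 fold change of 4.91 ± 0.43 (SE, edgeR adjusted p = 5.8e-22). Toward 5p, the 5 hairpins with the largest fitted log2 fold changes, which depend on the prior count where an arm has few or 0 reads, were Mir328, Mir125a, Mir324, Mir296 and Mir125b-2. Mir328 had 387 reads on the 5p side and 0 on the 3p side, at least 129-fold higher against a floor of 3 reads over the 3 libraries. Mir324 had 106 and 0 reads, at least 35.3-fold higher. Mir125a had 1032 against 1 read, a ratio of 1032 (95% exact interval 185 to 40801), Mir296 had 941 against 3, a ratio of 314 (107 to 1524), and Mir125b-2 had 614 against 2, a ratio of 307 (84.6 to 2541). Toward 3p, the 5 called hairpins with one direction in every library and the largest fitted log2 fold changes were Mir3074-1, Mirlet7f-1, Mir3074-2, Mir199a-2 and Mir3064. Both Mir3074 hairpins share their counts with a mir-24 hairpin of the opposite strand. Mirlet7f-1 had 21 reads on the 3p side and 0 on the 5p side, at least 7.00-fold higher. At Mir143, 18 reads of the 5p moR and 21 of the 3p moR did not differ detectably at this depth (edgeR adjusted p = 0.75). The numbers called 5p higher and 3p higher were 42 and 4 when at least 30 reads were required, 52 and 4 with DESeq2, 55 and 5 without replicate 1, 51 and 3 without replicate 2 and 38 and 3 without replicate 3. Mir199a-2 and Mir3064 were not called with DESeq2 (adjusted p = 0.087 and 0.10).

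**Figure D3:**
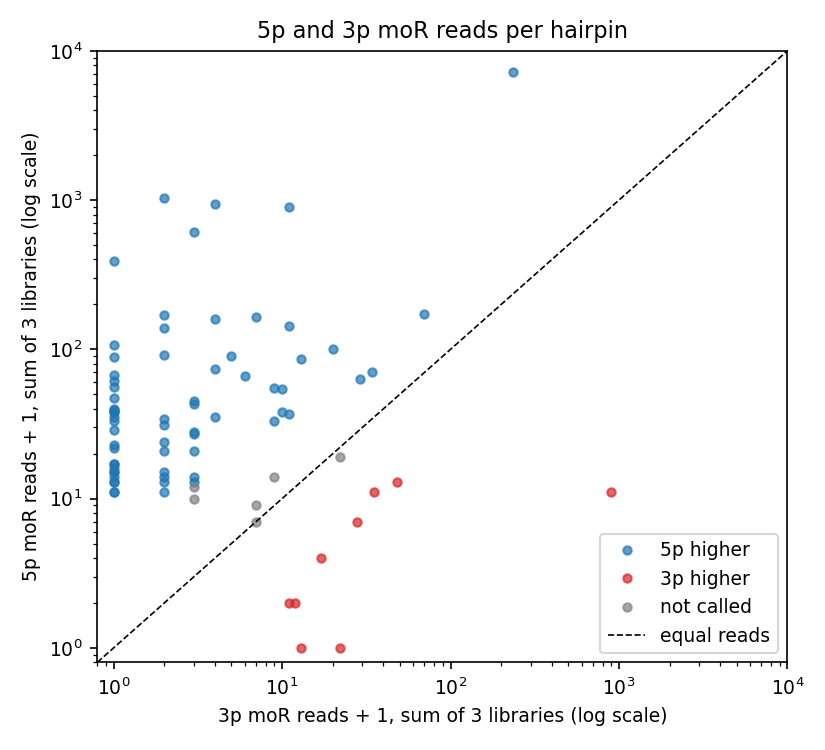
Reads of the 5p moR (vertical axis) and the 3p moR (horizontal axis) of 81 hairpins, each summed over 3 libraries plus 1, on log scales. Points above the dashed line of equal reads include the 66 hairpins called 5p higher in blue, and the 9 hairpins called 3p higher in red lie below it.

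The moR was then compared with the miR of the same arm. In most arms the miR was far higher. Of 243 arms with at least 1 moR read and 10 reads in all, the miR was higher in 223 and the moR in 14 by edgeR's quasi-likelihood test. The lowest fitted log2 fold changes of moR over miR were at Mir26a-1, the 3p arm of Mir29a, Mir99a, Mir146b and the 3p arm of Mir140. For Mir99a, 6 moR reads stood against 1293441 miR reads, and for Mir146b, 6 moR reads stood against 1267286 miR reads. The moR-26a-5p of Mir26a-1 had 1 read against 614653 reads that were assigned to this copy by the even split. In the opposite direction, moR-328-5p had 387 reads against 10 reads of miR-328-5p, a log2 fold change of 5.23 ± 0.38 (SE, edgeR adjusted p = 1.1e-36). moR-421-5p had 90 reads against 7, with a log2 fold change of 3.62 ± 0.54 (SE, edgeR adjusted p = 6.7e-11), and moR-377-5p had 39 against 7, with a log2 fold change of 2.41 ± 0.68 (SE, edgeR adjusted p = 0.00044). moR-574-5p had 46 reads and miR-574-5p had 0, at least 15.3-fold higher, and moR-669m-5p had 28 against 0, at least 9.33-fold higher. Reads that matched the genome at more than 5 places were left out by the authors. Whether this removed reads of miR-574-5p and miR-669m-5p was not tested, so 0 reads need not mean that these miRs were absent. moR-326-5p had 37 reads against 1 and moR-107-5p had 20 against 1, with 95% exact intervals of the ratio from 6.24 to 1500 and from 3.20 to 829. moR-101b-5p with 14 reads against 1, moR-19a-5p with 12 against 1 and moR-3102-3p.2-3p with 597 against 65 were the others of the 10 largest by fitted log2 fold change. In all 14 arms the miR was the less abundant miR of its hairpin, and 3 of the 14 moRs share their window with another annotated RNA. Without replicate 2, 9 arms had more moR, and without replicate 3, 7 arms. moR-107-5p and moR-101b-5p were not called without replicate 2 (edgeR adjusted p = 0.057 and 0.12) or without replicate 3 (edgeR adjusted p = 0.067 and 0.14). Against the more abundant miR of the hairpin, a comparison chosen after seeing the data, 0 of 261 moRs were higher by edgeR, also at an unadjusted p under 0.05, and 255 were lower.

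Across hairpin arms, moR and miR levels were correlated. Over 704 arms, Spearman's rho of log2(RPMR + 0.1) was 0.42 and Pearson's r was 0.38, with a two-sided permutation p of 1e-05 for each, the smallest that 100000 permutations can give. At least 1 moR read was found in 243 of these arms. The others were at or near 0 moR RPMR, so the coefficients also reflect whether any moR read was found. Arms are not independent replicates. Spearman's rho was 0.37, 0.36 and 0.37 in libraries 1, 2 and 3, each with p = 1e-05 before and after Benjamini-Hochberg adjustment over the 8 coefficients. Among the 34 arms with a moR above 1 RPMR the relation was not detected, with a rho of 0.17 (permutation p = 0.33) and an r of 0.23 (permutation p = 0.19). Over the 31 of these arms without a shared window, chosen after seeing the data, rho was 0.35 (permutation p = 0.057) and r was 0.41 (permutation p = 0.024).

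**Figure D4:**
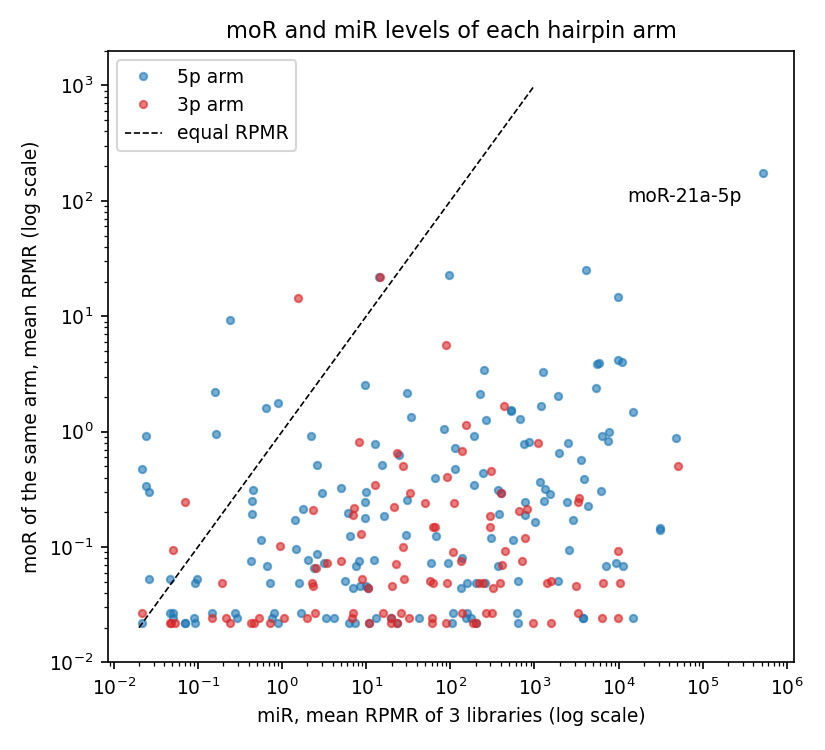
Mean RPMR over 3 libraries of each moR (vertical axis) and the miR of the same arm (horizontal axis) on log scales, with 5p arms in blue and 3p arms in red, for arms with reads of both. Most arms lie below the dashed line of equal RPMR, and moR-21a-5p at 175 RPMR and miR-21a-5p at 517698 RPMR are the highest on both axes.

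It was also asked whether the arm with more moR is the arm with more miR. Among the 75 hairpins with a called moR arm, both lay on the same arm in 40, which was 53.3% (95% exact interval 41.4% to 64.9%). Of the 66 hairpins with more 5p moR, 38 had more 5p miR and 28 had more 3p miR. Of the 9 with more 3p moR, 7 had more 5p miR and 2 had more 3p miR. Fisher's exact test did not detect a relation (two-sided p = 0.30, odds ratio 0.39).

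Copies of one microRNA at 2 loci carry the same mature sequence but can differ in the flanking moR. Of 14 pairs of copies with at least 10 reads of 5p moR, 11 differed by edgeR's quasi-likelihood test. Mir24-1 had 898 reads and Mir24-2 had 12, a log2 fold change of 6.18 ± 0.18 (SE, edgeR adjusted p = 2.2e-23), with counts shared with the opposite strand at both loci. Mir125b-2 had 614 reads and Mir125b-1 had 171, and the log2 fold change of Mir125b-1 over Mir125b-2 was -1.84 ± 0.12 (SE, edgeR adjusted p = 4.7e-14). Mirlet7f-2 had 169 reads and Mirlet7f-1 had 0, at least 56.3-fold higher. Mir30c-1 had 137 reads against 10 for Mir30c-2, with a log2 fold change of 3.70 ± 0.57 (SE, edgeR adjusted p = 1.6e-06). Mir26a-2, at an exon of Ctdsp2, had 60 reads against 1 for Mir26a-1, in an intron of Ctdspl, a ratio of 60.0 (95% exact interval 10.4 to 2409). Mir7-1, in an intron of Hnrnpk, had 34 reads and Mir7-2 had 0, at least 11.3-fold higher. Mir16-1 with 62 reads and Mir16-2 with 65 did not differ detectably (edgeR adjusted p = 0.85). Without replicate 2, the pairs called were 3 with the first copy higher and 4 with the second, against 6 and 5 with all libraries, and the adjusted p of the Mir30c pair was 0.059 by edgeR.

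Hairpins were grouped in lists fixed before the data were examined, and members with a moR above 1 RPMR were counted against 226 hairpins with a miR of at least 10 RPMR. The list of mir-15, mir-16, mir-322, mir-497, mir-503 and their relatives and cluster neighbours, of which mir-15 and mir-16 are known to restrain the cell cycle, had such moRs at 6 of its 12 measured hairpins, namely Mir15b, Mir16-1, Mir16-2, Mir322, Mir503 and Mir542, against 12.1% of the other hairpins (Fisher's exact test, two-sided p = 0.0025, adjusted p = 0.038 over 15 lists). Mir15b and Mir16-2 are neighbours on chromosome 3, and Mir322, Mir503 and Mir542 are neighbours on chromosome X. Fisher's exact test counts hairpins as independent, which neighbours may not be. The p-values of this and the other lists may therefore be too low. The call depended on the threshold. Above 2 RPMR, a setting chosen after seeing the data, 2 of the 12 hairpins, Mir15b and Mir503, had such a moR (exact test, adjusted p = 0.92), and above 0.5 RPMR there were 8 (exact test, adjusted p = 0.0073). The adjusted p was 0.063 without replicate 1. The list of hairpins with known roles in smooth muscle had moRs at 5 of 12, which were Mir21a, Mir145a, Mir24-1, Mir26a-2 and Mir31 (exact p = 0.016, adjusted p = 0.12). The clusters of mir-23, mir-27 and mir-24 had moRs at Mir23a, Mir24-1 and Mir27a, 3 of 6 (exact p = 0.038, adjusted p = 0.19). The moR reads counted for Mir24-1, in this list and in that of smooth muscle, could not be told from those of Mir3074-1. The let-7 family had 4 of 12, which were Mirlet7a-1, Mirlet7a-2, Mirlet7b and Mirlet7f-2 (exact p = 0.072, adjusted p = 0.22), and 8 of 12 above 0.5 RPMR (exact test, adjusted p = 0.0073). The mir-99, mir-100, mir-125 and mir-10 family had 3 of 7, which were Mir125a, Mir125b-1 and Mir125b-2 (exact p = 0.061, adjusted p = 0.22). The mir-30 family had 1 of 6 at Mir30c-1 and the mir-199 and mir-214 family 1 of 4 at Mir214. There were 0 of 11 in the mir-17 to mir-92 clusters, 0 of 4 in the mir-29 family and 0 of 15 in the Dlk1-Dio3 imprinted cluster, with adjusted exact p of 0.80, 1.0 and 0.34. Among markers of other cell types, no hairpin had a moR above 1 RPMR. Only 1 endothelial, 1 blood, 1 muscle, 2 neuronal and 3 hepatocyte hairpins had a miR of at least 10 RPMR. Of all 226 hairpins at that level, 14.2% had such a moR, so these lists are too small to show an absence. The highest miRs of these lists were the endothelial miR-126a-3p was at 136 ± 17.8 RPMR, the muscle miR-206-3p at 138 ± 19.2 RPMR, the hepatocyte miR-192-5p at 157 ± 3.32 RPMR, the neuronal miR-128-3p of Mir128-1 at 213 ± 25.0 RPMR and the blood miR-486a-5p at 23.2 ± 14.3 RPMR (SD, n = 3), while the epithelial and embryonic stem cell lists had no hairpin at 10 RPMR. The reads of miR-486a-5p equalled those of miR-486b-3p, of the opposite strand, in every library. Several other members of the same lists were far lower. The hepatocyte miR-122-5p was at 1.64 ± 0.155 RPMR, the muscle miR-1a-3p at 0.189 ± 0.0966 and miR-133a-3p at 0.00815 ± 0.0141 RPMR per locus, the neuronal miR-9-5p at 4.07 ± 0.115 RPMR per locus and the blood miR-142a-5p at 0.387 ± 0.0175, miR-223-3p at 0.0531 ± 0.0920 and miR-451a at 0.0950 ± 0.0321 RPMR (SD, n = 3). The neuronal miR-124-3p had 0 reads.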

Values the study reported

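The study reported 34 moRs from 32 precursors above 1 RPMR in these cells. It gave the level of moR-21 as 176 RPMR. Of the qualifying inserts of its libraries, 79.3% fell in the 4 counted regions.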

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

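Of the mapped reads, 5004217 in replicate 1, 2577277 in replicate 2 and 3345318 in replicate 3 fell outside the windows of miRs and moRs. They are listed because they are a signal in data that no comparison uses, far above the 3 reads that a count of 0 allows. They were 26.9%, 17.0% and 18.1% of the mapped reads. What they are was not analysed here.

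The tests in this part were chosen after the result was seen, except the one of the miR levels in replicate 1. The libraries form 1 group, so no difference between groups was tested.

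moR-24-1-5p and moR-3074-1-3p, at hairpins of opposite strands, had equal reads in every library, 232, 327 and 339. A candidate explanation is that reads were counted without regard to strand. Of the 6 other pairs of moR windows on opposite strands with a read and at least 30 bp of overlap, 6 had equal reads in all 3 libraries, which was 100% of them, at 0 to 6 reads per library. Separate transcripts of these mean levels would give equal reads in every library of these 6 pairs with a probability of 4.5e-08 under Poisson counts. Some miR windows on opposite strands had equal reads too. miR-24-2-5p and miR-3074-2-3p each had 2837, 4880 and 9224 reads, and miR-486a-5p equalled miR-486b-3p in every library. Others differed, such as miR-24-1-5p with 199, 180 and 213 reads against 205, 183 and 219 of miR-3074-1-3p. The moR windows of these miRs end at 63301216 and 63301214, so the outer ends of the miRs do not coincide. A difference this small therefore does not decide whether strand was used. miR-24-3p of Mir24-1 and miR-3074-5p of Mir3074-1 differed more. Which strand gave the reads stays open.

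moR-3102-3p.2-3p exceeded its miR, with 597 reads against 65. Its window on chromosome 7 from 100882296 to 100882333 contains the window of the annotated miR-3102-3p from 100882305 to 100882332. By the counting rule, a read within the miR-3102-3p window also counts for the moR window. The 567 reads of miR-3102-3p equal 95.0% of the 597 reads of the moR window. Most reads of the moR window thus lie within an annotated miR, which argues against reading them as an offset RNA.

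Replicate 1 had less of the 5p moRs than the others, 250.0 RPMR against 401.0 and 399.6, while the 3p moRs were at 55.4, 61.6 and 54.5 RPMR in replicates 1, 2 and 3. Its window reads were 1.09 times those of the smaller of the other libraries, which argues against depth. Without mir-21a the 5p moRs of replicate 1 were 0.663 of the mean of the others, which argues against mir-21a alone. There were 40 5p arms, mir-21a included, with at least 30 moR reads and with miR reads in every library. The moR was lower in replicate 1 in 32 of them. The miRs of these arms had a median log2 ratio of replicate 1 to the mean of the others of 0.035 (95% bootstrap interval -0.19 to 0.10), against -0.53 for the moRs, which argues against a lower level of these miRs as the cause. Reads outside the windows, which were 26.9% of the mapped reads in replicate 1 against 17.0% and 18.1%, were not tested as a cause and stay open, as does a difference in the preparation of the sample or in the cells.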

How the results depend on the processing

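The comparison with the more abundant miR, the removal of shared windows for copies, for the levels and shares of moRs and for moRs above 1 RPMR in the correlation, the alternatives for the summed moR levels, the threshold of 2 RPMR for lists, and some scalings of named levels were chosen after seeing the data. Without mir-21a, the 5p share of moR reads was 76.9%, and the summed levels were 175 RPMR for 5p moRs and 51.5 RPMR for 3p moRs. Without shared windows the share was 93.9% and the 3p moRs were at 20.2 RPMR. Of the moRs, 58 moRs passed 0.5 RPMR and 21 passed 2 RPMR. Scaled to all moR reads rather than all window reads, moR-21a-5p was at 425329, a change that follows from the smaller denominator. Requiring at least 30 reads left 42 hairpins with more 5p moR, 4 with more 3p moR and 3 pairs with the second copy higher, since fewer were tested. DESeq2 called 4 hairpins with more 3p moR, and the cause was not tested. Against the more abundant miR of the hairpin, 0 moRs were higher by edgeR, and the log2 fold changes became -6.27 for moR-574-5p, -0.68 for moR-669m-5p, -4.90 for moR-328-5p, -3.43 for moR-326-5p, -9.66 for moR-107-5p, -4.77 for moR-421-5p, -11.11 for moR-101b-5p, -9.37 for moR-19a-5p and -1.65 for moR-377-5p, because another miR is compared. Over the arms with a moR above 1 RPMR, the correlation of moR with miR had a rho of 0.17 and an r of 0.23, and without shared windows a rho of 0.35 (permutation p = 0.057) and an r of 0.41 (permutation p = 0.024). The let-7 family had moRs at 8 hairpins above 0.5 RPMR. With each replicate left out in turn, the hairpins with more 5p moR ranged from 38 to 55 and those with more 3p moR from 3 to 5, the arms with more moR than miR from 7 to 12, and the pairs with the first copy higher from 3 to 5. The list of mir-15 and its relatives then had 6 to 7 hairpins with a moR. Above 2 RPMR it had 2 and was no longer called (adjusted p = 0.92), because 4 of its 6 moRs lie between 1 and 2 RPMR. Without the replicate block, 67 and 9 hairpins, 14 and 224 arms and 7 and 4 pairs of copies were called, so leaving out the block moved no count of calls by over 1.5 times. Items under 10 reads after a replicate was left out were not tested. Depth limits the moRs, since 1 RPMR is 12.5 reads in the smallest library.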

Other observations

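The tests in this part were chosen after the result was seen.

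The related clusters that pair a mir-99 or mir-100 hairpin with a let-7 and a mir-125 hairpin differed widely in moRs within each cluster. On chromosome 16, moR-99a-5p was at 0.146 ± 0.128 RPMR, moR-let-7c-5p of Mirlet7c-1 at 0.924 ± 0.191 and moR-125b-5p of Mir125b-2 at 14.8 ± 4.06 (SD, n = 3). On chromosome 17, moR-99b-5p was at 0.0684 ± 0.0660 RPMR, moR-let-7e-5p at 0.29 ± 0.0678 and moR-125a-5p at 25.0 ± 7.40 (SD, n = 3). On chromosome 9, moR-100-5p was at 0.0684 ± 0.0660 RPMR, moR-let-7a-5p of Mirlet7a-2 at 3.85 ± 0.313 and moR-125b-5p of Mir125b-1 at 4.15 ± 1.08 (SD, n = 3). The mir-99 or mir-100 member had the fewest moR reads in each of the 3 clusters. The mir-125 member had the most in the clusters on chromosomes 16 and 17, while on chromosome 9 the order of Mir125b-1 and Mirlet7a-2 was not the same in every library, with 40, 63 and 68 reads of moR-125b-5p (Mir125b-1) against 48, 52 and 59 of moR-let-7a-5p (Mirlet7a-2). miR-99a-5p was at 31289 ± 205 RPMR and miR-99b-5p at 7113 ± 903 RPMR (SD, n = 3), and the reads of miRs with several copies are split between loci. These clusters were picked for their moR values. Over all 704 arms, most of them without a moR read, moR and miR levels had a Spearman's rho of 0.42.

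A hypothesis that the copy with more 3p miR also gives more 5p moR was tested over 8 called pairs of copies whose 3p miRs have distinct names. The same copy led in both in 2 pairs, which was 25.0%. Mir26a-2 and Mir7-1 led in both, whereas Mir30c-1 had more moR reads and Mir30c-2 more 3p miR, at 6.80 ± 1.17 and 60.1 ± 9.63 RPMR (SD, n = 3). An exact two-sided binomial test against an even chance gave p = 0.29. Distinct names do not ensure reads measured separately. let-7a-1-3p had 4435, 3519.5 and 4492 reads and let-7c-2-3p had 4379, 3478.5 and 4457. These near-equal and partly fractional reads may be mostly reads split between Mirlet7a-1 and Mirlet7c-2. The copy that leads in 3p miR in the let-7a and let-7c pairs may thus depend on the split. The 3p miRs of Mirlet7f-1 and Mirlet7f-2 were close, with 437, 292 and 398 reads at Mirlet7f-1 (moR-let-7f-1-3p arm) against 432, 284 and 349 at Mirlet7f-2 (moR-let-7f-2-3p arm) in replicates 1, 2 and 3, a difference that was not tested, and those of the Mir3074 pair share reads with the opposite strand.

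When the labels of the compared kinds of RNA were exchanged within libraries, 4 assignments were possible, too few for a share under 0.05. The real assignment gave 75 calls between arms, 237 between moR and miR and 11 between copies, and the highest of the others gave 0, 0 and 0. In each, 1 of 4 assignments gave as many calls, the real one included. Each of the others exchanged the labels in 1 library, which turns a large difference shared by all libraries into spread. Few or no calls had to follow, so the contrast with 0 carries no weight.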
